A study of Mus musculus with 5 samples. Its data were reported in "RNA binding protein SYNCRIP maintains proteostasis and self-renewal of hematopoietic stem and progenitor cells" (2023).

How the data were processed

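Bulk RNA sequencing was carried out on hematopoietic stem cells (HSCs) sorted from mouse bone marrow. The mice were recipients of marrow that carried floxed alleles of Syncrip, the gene of an RNA-binding protein, either without the Mx1-Cre transgene (here WT) or with it (here KO). Cre recombinase under the Mx1 promoter is switched on by polyinosinic:polycytidylic acid (pIpC), an interferon inducer, and both groups received it. HSCs were collected 9 weeks after transplantation and 3 weeks after pIpC by flow cytometry, as donor-derived cells of the lineage-negative, Sca1-positive, c-Kit-positive, CD150-positive and CD48-negative gate. Per the labels, RNA was extracted with phenol and chloroform and libraries were made with a low-input SMART-Seq kit. The labels gave 3 WT libraries (WT 1, WT 2 and WT 3) and 2 KO libraries (KO 2 and KO 3).

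The authors deposited a table of 24046 gene symbols by 5 libraries as normalized signal, in which each value was a read count divided by a size factor of its library. The aligner, the counting tool, the genome build and the annotation were not stated, nor was the use of strand. A gene symbol with a near-identical copy could share reads, and 27 symbols with 100 or more reads had exactly the counts of another symbol, such as Hba-a1 and Hba-a2. The authors also deposited a table of their own comparison, made with DESeq2, with log2 fold changes, p-values and adjusted p-values. Its log2 fold change and p-value columns were copied where stated and were not used as input to any test here.

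In each column of the deposited signal, all positive values were whole multiples of a single step (0.833 to 1.52), and dividing by that step gave whole reads for 100% of the values. The recovered totals were 21915461 reads in WT 1, 21748781 in WT 2, 22779536 in WT 3, 18308876 in KO 2 and 12539599 in KO 3, so that depth differed in the same direction as genotype. Reads without molecular identifiers are not independent molecules. Counts of 3 or fewer reads were taken as the floor of detection, and this floor covers counting error only. WT and KO libraries were compared as separate samples, and no pair of libraries agreed within sampling noise (chi-square per degree of freedom of 33.5 or more for every pair).

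The deposited values are normalized, so the test chosen was limma (version 3.58.1; lmFit and eBayes with a mean-variance trend) on log2(value + 1), with all 5 libraries and no covariate. The 13661 genes with a value of at least 10 in at least 2 libraries were tested. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in size, while preset genes were judged on the adjusted p alone. Unless another tool, another pseudocount or the authors' deposited table is named, fold changes are on the log2(value + 1) scale, which understates changes of low genes. The study used DESeq2 with the same limits, and edgeR's quasi-likelihood test (version 4.0.16) and DESeq2 (version 1.42.0) were therefore run on the recovered reads as alternatives. R was version 4.3.3.

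For gene lists, camera in limma with a preset correlation of 0.01 was run two-sided on 10 lists with Benjamini-Hochberg adjustment over the 10, with fry as the second test. The lists were cytosolic ribosomal proteins, mitochondrial ribosomal proteins, the respiratory chain, mitotic genes, neutrophil and myeloid genes, primitive HSC genes, HSF1 chaperones, ATF6 endoplasmic reticulum (ER) genes, ATF4 and CHOP genes, and transcripts edited by a SYNCRIP-ADAR fusion in HSCs (SYNCRIP targets). The target list came from the study's own supplement and had 793 symbols after date-mangled entries were dropped, of which 768 were tested. Targets among called genes were compared with all genes tested by a two-sided Fisher's exact test. Lists of adipocyte, brown adipocyte, skeletal muscle, stroma, erythroid, B cell, interferon and sex-linked genes served to look for RNA of other cells. The adipocyte lists were written after the head of a supplementary table of the study had shown such genes, and 11 genes seen there were set apart.

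The groups and the rule for named genes were fixed before the data were examined. So were the tests, lists and alternatives, except the adipocyte lists and the later additions named as such below. The rule named 14 preset genes, and the 5 highest and 5 lowest fold changes among called genes whose KO values both lay beyond all WT values and within 4-fold of each other. Alternatives covered the pseudocount, the filter, the scaling, the variance model, the tool, the replicate number as a block, the removal of each library and a correction for transcript length and GC content. For that correction, the length and GC content of each gene's longest GENCODE M21 transcript were matched by symbol (13524 of the 13661 tested genes and all 768 tested targets), and a linear trend on log2 length and GC content was removed from each library. A gene list was also set against 10000 random lists of the same size matched on mean expression in 20 bins, or on mean expression, length and GC content in 5 bins each.

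The tests were checked on simulated data. In 5 simulated sets of 13661 genes with the real means, depths and dispersions, 200 genes were changed 4-fold. limma called 84.8% of the changed genes and 7.93% of its calls were false. edgeR called 85.2% with 7.89% false, and DESeq2 called 91.2% with 16.6% false. In 20 simulated sets, camera gave an unadjusted p under 0.05 to a list of 40 genes shifted by 0.5 (log2) in 20. It did so for an unshifted list of 40 genes in 1. The simulated genes were independent, so these sets do not check the preset correlation. All 5 libraries were also simulated without change, 100 times for each comparison, with genes drawn independently. The simulated KO libraries were compared with the same simulated WT libraries, and with these less 1, to give the correlation that shared controls produce. Figures were drawn with matplotlib (version 3.10.9).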

Results

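To ask how loss of the RNA-binding protein SYNCRIP alters the transcriptome of HSCs, the data compared sorted HSCs from 2 KO libraries (KO 2 and KO 3, Mx1-Cre-positive) with those from 3 WT libraries (WT 1, WT 2 and WT 3, Mx1-Cre-negative), all homozygous for floxed Syncrip and all exposed to pIpC. Depth ranged from 12539599 reads in KO 3 to 22779536 in WT 3, and both KO libraries were shallower than every WT library. Between 14947 and 15740 genes had at least 1 read per library. The 10 genes with the most reads took 5.44% to 8.24% of each library.

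Syncrip, the targeted gene, was measured in every library to check the genotypes. Its normalized read count was 1944 in WT 1, 1440 in WT 2 and 1794 in WT 3, against 294 in KO 2 and 343 in KO 3. The WT mean was 1726 ± 259 (SD, n = 3) and the KO mean 319 ± 34.8 (SD, n = 2), so KO libraries kept 18.5% of the WT level. The log2 fold change was -2.43 (SE 0.22, limma adjusted p = 0.0352), a difference well beyond the spread within either group. By symbol, Syncrip lies on chromosome 9 from 88447009 to 88482574 on the minus strand in GENCODE M21 (GRCm38), where it is a protein-coding gene; the build used for counting was not stated. Of the alternatives fixed in advance, leaving out WT 2 moved the fold change most, to -2.55, where limma's adjusted p was 0.164. With the trend on transcript length and GC content removed from each library, it was -1.53 (SE 0.23, limma adjusted p = 0.170).

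**Figure D1:**
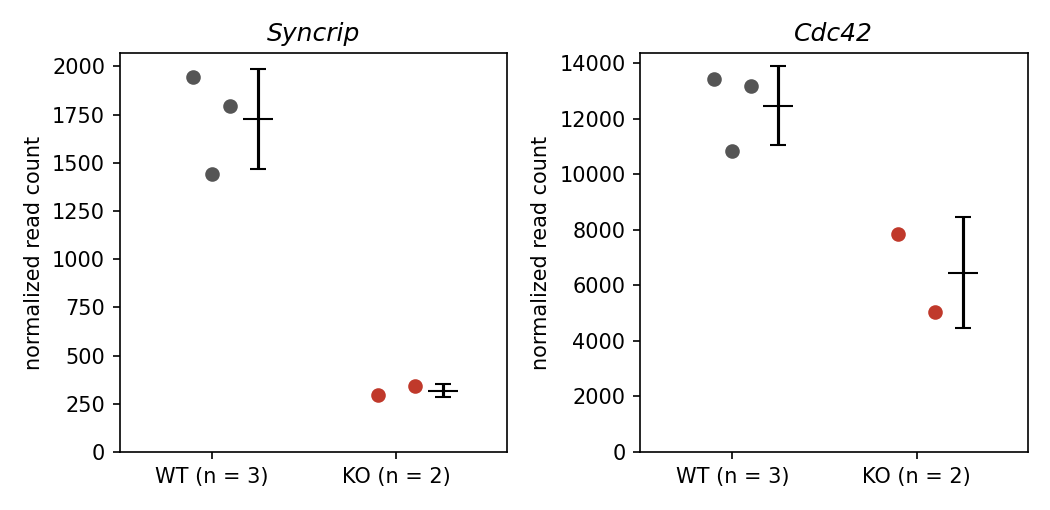
Normalized read counts (y axis, linear from 0) of Syncrip (left) and Cdc42 (right) in each WT library (grey, n = 3) and KO library (red, n = 2), with the group mean and SD in black. Syncrip sits at 294 and 343 in the KO libraries and at 1440 or above in the WT libraries.

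Whether the KO libraries moved together was examined next, since with 2 libraries a single one can carry a difference. Across the tested genes, the log2 values of WT libraries correlated with each other at 0.950 to 0.958, those of KO 2 with WT at 0.932 to 0.947, and those of KO 3 with WT at 0.882 to 0.912. KO 2 and KO 3 correlated at 0.919. Differences of KO 2 and KO 3 from the WT mean correlated at r = 0.42 across 13661 genes, which are not independent replicates, and 74.6% of genes had the same sign. Simulated unchanged libraries against shared simulated controls gave a mean r of 0.24 (highest 0.29) and 57.98% of genes with the same sign. Genes were drawn independently there, so a bias common to both KO libraries, such as a trend with GC content, was left out. An r above the simulated values therefore does not tell an effect of genotype from such a bias. Restricting the comparison to genes with a mean value of at least 100 moved r most, to 0.59. KO 3 lay farther from WT than KO 2 did, with 4368 genes at least 2-fold from the WT mean against 1685 in KO 2.

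To define the genes that changed with genotype, all 13661 genes were tested. limma called 1 gene past the threshold, Syncrip itself, which was lower, and no gene was called higher. At an unadjusted p under 0.05 there were 3799 genes (27.8% of those tested), and the next lowest limma adjusted p was 0.0815, shared by many genes. With the adjusted p limit raised to 0.1, limma called 807 genes at 2-fold, 281 higher and 526 lower. Both KO values lay beyond all 3 WT values for 6435 genes (47.1%), where chance gives 20%. Among them 3263 were higher and 3172 lower. When the 5 libraries were split into 3 and 2 in the other ways, 1060 to 4497 genes were separated like this. Splits that set 2 WT libraries against the rest kept both KO libraries together and gave 2049 to 4497. Those with the KO libraries on opposite sides gave 1060 to 2558.

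The choice of tool moved the count most. edgeR's quasi-likelihood test on the recovered reads called 2 genes, Syncrip and Erdr1, and DESeq2 called 1060, of which 500 were higher and 560 lower. Erdr1, singled out after its values were seen, had normalized read counts of 14.2, 23.4 and 9.43 in WT 1, WT 2 and WT 3 and of 409 and 451 in KO 2 and KO 3 (log2 fold change 4.78, SE 0.53, limma adjusted p = 0.0815). The authors' deposited table held 1060 genes at the same limits, 499 higher and 561 lower, and 1053 of the genes called by DESeq2 here were among those of the authors' deposited table. Of the 499 higher genes in the authors' deposited table, 475 exceeded all WT values in both KO libraries, 16 in KO 3 alone and 8 in KO 2 alone. A level of at least 2-fold over the WT mean was reached by 97.0% of these higher genes of the authors' deposited table in KO 3, but by 28.3% in KO 2. Among the 561 lower genes of the authors' deposited table, 98.6% were at least 2-fold under the WT mean in KO 3 and 44.7% in KO 2. Because those genes were chosen on the same libraries, high shares are built into these counts.

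Preset genes of the SYNCRIP pathway were examined next. Of the 14, 1 (Syncrip) had a limma adjusted p under 0.05 over all genes tested and 2 (Syncrip and Cdc42) adjusted over the list alone, where Cdc42 stayed short of 2-fold and was lost without WT 1 or without WT 3 (1 gene left in each). Cdc42, on chromosome 4 (137319696 to 137357720, minus strand, GENCODE M21 by symbol), had a mean normalized read count of 12468 ± 1428 in WT (SD, n = 3) and 6453 ± 1996 in KO (SD, n = 2). Its log2 fold change was -0.98 (SE 0.22, limma adjusted p = 0.0815 over all genes and 0.0146 over the list). KO 2 (7865) and KO 3 (5042) both lay under the lowest WT library (10825). DESeq2 gave Cdc42 an adjusted p of 0.00338, while removal of the length and GC trend left a log2 fold change of -0.43 (limma adjusted p = 0.220). The log2 fold changes of Rhoa (-0.49) and Numb (-0.56) were below 0 and that of Ran (0.33) above 0, with limma adjusted p of 0.156, 0.180 and 0.220. With the length and GC trend removed, Rhoa stood at -0.015 (limma adjusted p = 0.965), Numb at -0.50 and Ran at 0.49. Hnrnpr (-0.09), Lamp1 (-0.17), Msi2 (0.17), Atf4 (0.22) and Ddit3 (0.24) were not told apart from 0 by limma (adjusted p of 0.452 or more). Both KO values still lay above all WT values for Atf4 (3464 and 2649 against at most 2630) and Ddit3 (385 and 375 against at most 351). The heat shock genes Hspa1a (0.10), Hspa1b (0.05) and Dnajb1 (-0.02) were close to 0 and changed sign under some alternatives, as Hnrnpr and Atf4 did with the length and GC trend removed; Hspa1a and Hspa1b are near-identical copies whose reads could be split. Mx1 was low throughout, with at most 52.1 normalized reads in any library. Its log2 fold change was -2.37 (SE 1.11, limma adjusted p = 0.201), with 4.11 in KO 2 and 1.52 in KO 3 against 8.33 to 52.1 in WT.

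Gene programs named for this comparison were then tested as lists. camera called 9 of the 10 lists, 5 higher and 4 lower. The higher lists were primitive HSC genes (median log2 fold change 0.69, camera adjusted p = 9.7e-05), the respiratory chain (0.43, 5.3e-08), ATF4 and CHOP genes (0.32, 0.00861), cytosolic ribosomal proteins (0.32, 1.0e-05) and mitochondrial ribosomal proteins (0.29, 4.9e-05). Lower lists were neutrophil and myeloid genes (-0.77, 1.9e-09), mitotic genes (-0.55, 2.2e-07), SYNCRIP targets (-0.47, 2.3e-20) and ATF6 ER genes (-0.26, 0.00962). HSF1 chaperones were not called (-0.03, 0.184). These calls rest on the preset correlation between genes. With an estimated correlation 0 of the 10 lists were called (0 had an unadjusted camera p under 0.05, and the lowest was 0.0607 for SYNCRIP targets), and with fry 3 were, namely SYNCRIP targets, ATF4 and CHOP genes and HSF1 chaperones, each at an adjusted p of 0.0465.

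The spread between libraries showed how far each list moved. Primitive HSC genes had a median log2 difference from the WT mean of 0.21 in KO 2 and 1.27 in KO 3, while WT 1 stood at 1.00 and WT 3 at -0.84 against the other WT libraries, so that the KO values were not separated from the control spread except in KO 3. Neutrophil and myeloid genes were at -0.35 in KO 2 and -1.11 in KO 3, and WT 1 was at -0.36. Mitotic genes were at -0.29 and -0.85, below the lowest WT library at -0.15. The respiratory chain list was at 0.64 in KO 2 and 0.24 in KO 3, and WT 1 reached 0.22. Cytosolic ribosomal proteins were at 0.40 in KO 2 and 0.17 in KO 3, with WT 1 at 0.36 and WT 2 at -0.50. Without WT 2 their median log2 fold change was 0.15 (camera adjusted p = 0.0305), against 0.32 with all libraries. For SYNCRIP targets KO 2 was at -0.37 and KO 3 at -0.60, and the WT libraries lay between -0.12 and 0.09. ATF4 and CHOP genes were at 0.33 and 0.38, above the highest WT library at 0.12. Mitochondrial ribosomal proteins were at 0.30 in KO 2 and 0.20 in KO 3, above the highest WT library at 0.11. ATF6 ER genes were at -0.13 and -0.27, below the lowest WT library at -0.09. HSF1 chaperones were at -0.12 and -0.02, with the lowest WT library at -0.005.

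**Figure D2:**
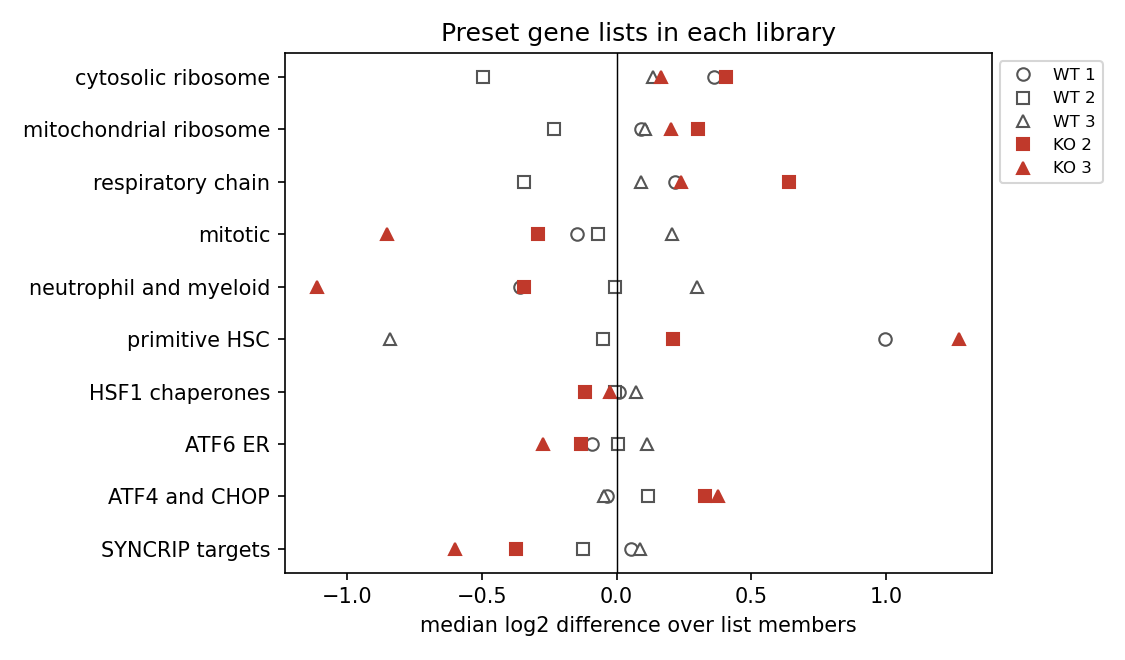
Median log2 difference (x axis) over the members of each preset list (y axis), for each WT library against the other WT libraries (open grey symbols) and each KO library against the WT mean (filled red symbols). SYNCRIP targets lie at -0.37 and -0.60 in the KO libraries, and primitive HSC genes spread from -0.84 to 1.00 among the WT libraries.

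The called genes were then searched for SYNCRIP targets. The single gene called lower by limma, Syncrip, was itself a target (1 of 1, Fisher's exact p = 0.0562, two-sided). Because Syncrip is the deleted gene, that count does not test whether binding went with a change in abundance. No gene was called higher, so no test of higher genes could be made with limma. With DESeq2, 114 of the 560 lower genes were targets where 34.6 were expected (odds ratio 4.39, Fisher's exact p = 2.5e-31), and 5 of the 500 higher genes were, against 30.9 expected (odds ratio 0.148, Fisher's exact p = 6.2e-09). The authors' deposited table gave 114 targets among 561 lower genes (odds ratio 4.29) and 5 among 499 higher genes (odds ratio 0.145). Those 5, named after their values were seen, were Ece1, Hnrnpa0, Purb, Rbpms2 and Znrf2 in both. Over all 768 tested targets, 645 had a log2 fold change under 0.

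Targets also differed from other genes in their sequence. The median length of a target's longest transcript was 3947 bases against 3207 for other tested genes, and the median GC content was 44.1% against 50.3%. In 10 equal bins of the tested genes by GC content, the median log2 fold change rose from -0.76 in the lowest bin (median GC 39.8%, 15.96% targets) to 0.73 in the highest (median GC 59.9%, 0.0739% targets). The rise from the lowest to the highest bin was 1.01 in KO 2 and 2.01 in KO 3, and 0.55 in WT 2, while WT 1 and WT 3 fell by 0.36 and 0.15 against the other WT libraries. With the trend on length and GC content removed, the median of the targets was -0.13 (camera adjusted p = 0.00241, fry adjusted p = 0.00888), and it was -0.11 in KO 2 and -0.15 in KO 3.

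**Figure D3:**
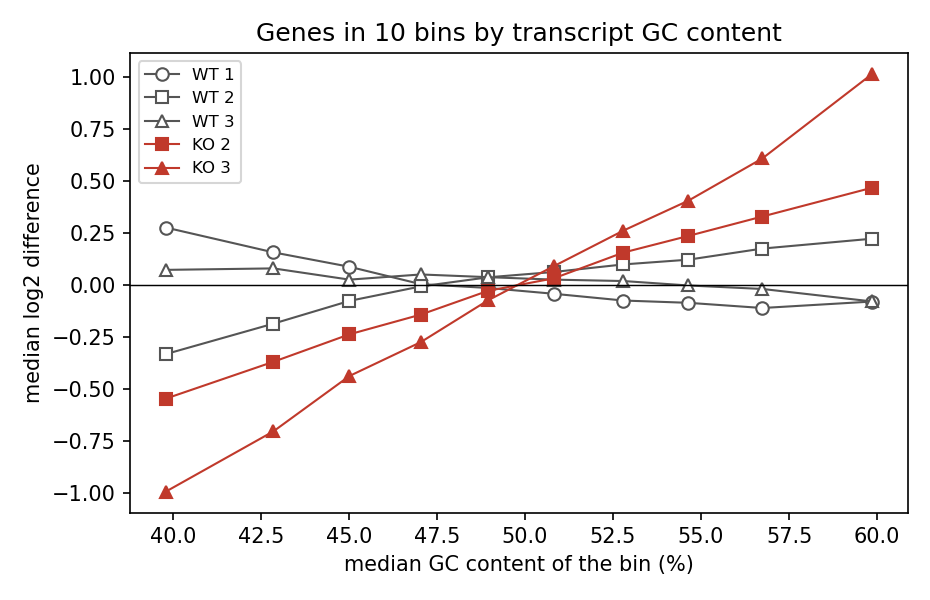
Median log2 difference (y axis) of the tested genes in 10 equal bins by transcript GC content (x axis, median of the bin in percent), for each WT library against the other WT libraries (open grey symbols) and each KO library against the WT mean (filled red symbols). KO 3 rises from -0.99 to 1.02 and KO 2 from -0.55 to 0.47.

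Lists of other cell types were read in every library. Adipocyte genes made up 0.271% of the reads in KO 2 and 0.0602% to 0.0765% in the other libraries, and 22 of the 24 were highest in KO 2. Brown adipocyte genes made up 0.0657% of the reads in KO 2 and at most 0.00134% elsewhere, and 8 of the 10 were highest in KO 2. Ucp1 had a normalized read count of 5622 in KO 2 and was listed at 0 in KO 3 and in all WT libraries. Fabp4 stood at 7687 in KO 2, at 1.52 in KO 3 and at most at 128 in WT. Skeletal muscle genes (0.00314% to 0.00422% of reads), B cell genes (0.00367% to 0.00496%) and stroma genes (0.0020% to 0.0141%, highest in WT 2) were rare. Erythroid genes took 0.0992% of reads in KO 3 and 0.176% to 0.257% in the other libraries. Interferon genes took 0.0389% to 0.0485% of the reads, with a median log2 fold change of -0.15 and none past an adjusted p of 0.05 by limma (20 tested). All 5 libraries had Xist (831 to 2784 normalized reads), and the 4 Y-linked genes had at most 4.56 in any library.

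**Figure D4:**
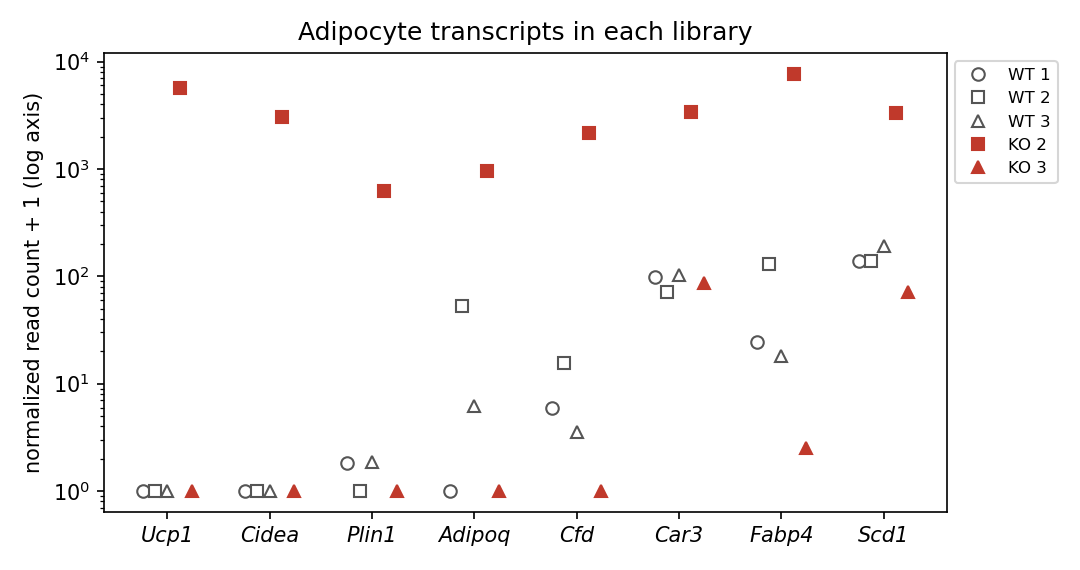
Normalized read count + 1 (y axis, log scale) of 8 adipocyte transcripts (x axis) in each WT library (open grey symbols) and KO library (filled red symbols). Ucp1 and Cidea stand at 5622 and 3015 in KO 2 and are listed at 0 in the other libraries.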

Values the study reported

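Among HSCs lacking Syncrip, the study reported 499 upregulated genes and 561 downregulated ones with an FDR below 0.05 and at least a 2-fold change. In HSCs, the study counted 796 genes that carried edits of the SYNCRIP fusion protein, and 534 of its targets were found in multipotent progenitors as well.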

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

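Of the tests in this part, all were chosen after the values had been seen, and 11 adipocyte genes had been noticed before the lists were written.

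The filter on low values left out 13 genes that had 100 or more normalized reads in a KO library while every WT library held 3 or fewer reads. All 13 were highest in KO 2. Ucp1 was the highest, with 5622 normalized reads in KO 2 against 0 in KO 3 and in all WT libraries. That is at least 2159-fold above the floor of 3 reads in the WT libraries. Cidea (3015), Cox8b (1842) and Pck1 (1263) followed, and 10 of the 13 belonged to the adipocyte lists, of which 7 had been seen before. In the opposite direction, 2 genes (Tnc and Ibsp) had 100 or more in a WT library and were at the floor in both KO libraries. Such genes were left out of the limma and edgeR tests on the filtered genes, but not of limma on all genes in the table or of DESeq2. The authors' deposited table gives Ucp1 a log2 fold change of 27.24 and an adjusted p of 4.2e-07.

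A response to Syncrip loss shared by both KO libraries is argued against by the 23 list members that had not been seen before. In KO 3, 3 of the 23 lay above all WT libraries (chance gives 25%) and their median log2 difference from WT was -0.95, although Syncrip stood at 343 normalized reads there and at 294 in KO 2. RNA from adipose cells in KO 2 remains a candidate explanation. It needs the abundant transcripts of such cells to rise together, and 14 of the 23 were at least 4-fold above every other library in KO 2, among them Scd1 (3348 against at most 191 elsewhere), Car3 (3361 against at most 102) and Cfd (2164 against at most 14.7). Of these 23 genes, 7 had 100 or more normalized reads in all WT libraries, so HSCs express part of the list themselves. A response of KO 2 alone was not tested.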

How the results depend on the processing

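limma-voom, the length and GC correction of gene counts and of preset genes, the target counts at an adjusted p under 0.1 and the agreement without each WT library were added after seeing the data. All other alternatives were fixed in advance.

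Syncrip was lower under all 19 alternatives, from -2.55 to -1.53. Its call was lost with the length and GC trend removed (-1.53, adjusted p = 0.170), all genes in the table (-2.43, adjusted p = 0.0503), array weights (-2.42, adjusted p = 0.0594) and limma-voom (-2.46, adjusted p = 0.0826). It was also lost on leaving out WT 1 (adjusted p = 0.209), WT 2 (0.164) or WT 3 (0.203), where fewer libraries were left. The fits that each left out 1 library ranged from -2.55 to -2.32. Over the alternatives its adjusted p ran from 5.6e-20 to 0.209.

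The count of genes past the threshold, 1 with limma, was 2 with a pseudocount of 10 and 2 with edgeR (Syncrip and Erdr1 in both). It was 1060 with DESeq2 (500 higher, 560 lower) and 807 at an adjusted p under 0.1 (281 higher, 526 lower). It was 0 with all genes in the table (3963 genes at an unadjusted p under 0.05), with array weights (3328), with limma-voom (3517) and with the length and GC trend removed (2321). It was also 0 in each of the 3 fits that left out a WT library (2160 to 3050 at an unadjusted p under 0.05). The cause was not tested. TMM, upper-quartile and quantile scaling kept a count of 1 and moved the median log2 fold change of all genes from 0.02 to between 0.00 and 0.05. In simulated data with the same group sizes limma called 184.2 genes per set on average, where 200 of 13661 were changed 4-fold. Groups of this size thus did not prevent calls of 4-fold changes. Smaller changes were not simulated, so whether the size of the groups accounts for the count of 1 cannot be told.

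Of the 14 preset genes, 2 had an adjusted p under 0.05 with DESeq2 (Syncrip and Cdc42, the latter at -0.95 and so short of 2-fold). The number was 0 with all genes in the table, with array weights, with limma-voom, with the length and GC trend removed and in each of the 3 fits without a WT library. Adjusted over the list alone, the number was 2 with limma, 1 (Syncrip) without WT 1 or without WT 3, and 4 with the length and GC trend removed (Syncrip and Cdc42 lower, Hnrnpr and Ran higher). The adjusted p of Cdc42 over all genes ran from 0.00338 to 0.286 over its alternatives. With the length and GC trend removed, Hnrnpr (0.48), Atf4 (-0.18), Hspa1a (-0.56) and Hspa1b (-0.54) reversed. Hspa1a was -0.027 with edgeR, -0.0068 with DESeq2 and between -0.19 and 0.48 when 1 library was left out. Hspa1b was -0.0058 with edgeR and between -0.12 and 0.28 when 1 library was left out. Dnajb1 was 0.0050 with upper-quartile scaling and between -0.13 and 0.092 when 1 library was left out, and Msi2 lay between -0.12 and 0.53 in those fits. For preset genes other than Syncrip, 18 of the recomputed values reversed and 1 (Cdc42 with DESeq2) passed an adjusted p of 0.05, and the rest kept their direction. Those of the rest that had an adjusted p stayed on their side of that limit, while fits without a KO library, and Mx1 with DESeq2, gave none. The cause was not tested.

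camera called 9 of the 10 lists under every alternative to the filter, pseudocount, scaling, tool, block and WT libraries. An estimated correlation gave 0 and fry gave 3. With the length and GC trend removed camera called 8 lists and lost the ATF4 and CHOP list (median 0.14, adjusted p = 0.183), which fry still called (adjusted p = 0.0289), while fry lost HSF1 chaperones (adjusted p = 0.128). No list changed direction under any alternative. For single lists, 198 recomputed values kept their direction and, where a p-value was computed, stayed called or uncalled as before. The size of such values could still change. SYNCRIP targets went from -0.47 to -0.13 with the length and GC trend removed. Primitive HSC genes went from 0.69 to 1.27 without KO 2 and to 0.21 without KO 3. A call was lost for 17 values and gained for 1. The other 4 moved beyond the KO spread when a KO library was left out.

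SYNCRIP targets among lower genes numbered 114 with DESeq2 (Fisher's exact p = 2.5e-31) and 112 of 526 at an adjusted p under 0.1 (Fisher's exact p = 2.7e-36). Among higher genes they numbered 5 with DESeq2, and 2 of 281 (Hnrnpa0 and Rbpms2) at an adjusted p under 0.1. Where no gene was called, the lower genes gave no value. The correlation between the KO libraries, 0.42, was 0.52 with a pseudocount of 10 and 0.59 for genes with a mean of at least 100, where simulated unchanged libraries gave at most 0.29 and 0.30. It was 0.39 to 0.50 when a WT library was left out, where they gave at most 0.37.

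WT 2 and KO 2, and WT 3 and KO 3, were known to share only a replicate number, and their donors differed in genotype. Whether libraries of the same number shared a preparation batch was not known. The difference of KO 2 and KO 3 correlated at -0.15 with that of WT 2 and WT 3 across genes. With the replicate number as a block, limma called 6 genes (Erdr1 and Phlda3 higher, and Clec5a, Fos, Mmp8 and Syncrip lower). Of the 4 lower ones 2 were targets (Clec5a and Syncrip, Fisher's exact p = 0.0176). Because Syncrip is the deleted gene, that count does not test whether binding went with a change in abundance. Hspa1a and Hspa1b stood at -0.19 and -0.12. Adjusted over the list alone, 1 preset gene (Syncrip) had an adjusted p under 0.05. The calls of the 10 lists and the number of preset genes with an adjusted p under 0.05 over all genes stayed as they were.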

Other observations

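In this part, the test of GC bias across libraries, the stroma test and the adipose test of the respiratory chain were chosen after the result was seen. The other tests were written before their values were known.

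limma called 0 genes higher and 1 lower past the threshold here. These counts are lower than the values quoted from the study above. DESeq2, the tool the study used, gave 500 higher and 560 lower genes on the recovered reads, so the gap went with the choice of tool.

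Changes in the KO libraries followed the base composition of transcripts. Between the lowest and the highest of 10 GC bins the KO difference rose by 1.49 (log2). Lower depth is argued against as the cause, since thinning every library to 12539599 reads left a rise of 1.48, and so is the loss of SYNCRIP targets, since the rise was 1.46 without them. A GC bias of library preparation unrelated to genotype could not be excluded. WT 2 showed a rise of 0.55 against the other WT libraries with no deletion at all, while KO 2 and KO 3 rose by 1.01 and 2.01. With 2 KO libraries, a library bias and an effect of genotype cannot be told apart. A change in RNA stability or in cell state was not tested.

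The fall of the SYNCRIP targets was in large part the fall of transcripts like them. Random lists matched on mean expression had a median of 0.05 and 0 of the 10000 lay as low as the targets at -0.47. Lists matched on expression, length and GC content together had a median of -0.35, and again 0 of the 10000 lay as low (lowest -0.43). Removal of the length and GC trend took away 71.7% of the fall and left -0.13, still called by camera and by fry. Among the lower genes of DESeq2 the odds ratio for targets went from 4.38 to 1.85 (95% confidence interval 1.44 to 2.38) within strata of the same 3 properties. Each test argues against these properties as the whole cause, and a smaller excess specific to targets stays open as a hypothesis. The correction also moved Syncrip, the targeted gene, from -2.43 to -1.53. The true fall of its RNA is not known, so whether the correction removed real change or a bias there cannot be told.

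KO 3 stood apart from the other libraries. It had 4112 genes at least 2-fold from the mean of 2 WT libraries (WT 1 and WT 2 for the KO libraries, the other 2 for a WT library), against 1073 to 1620 in the others. Thinning all libraries to its depth left 4090 (1096 to 1626 in the others), which argues against depth, and removal of the length and GC trend left 2735 (1032 to 1417), which argues against that trend as the whole cause. Its top gene was Rn45s, a ribosomal RNA precursor, at 2.10% of the reads, which was higher in both KO libraries without being called (261250 and 399426 normalized reads against 117037 to 150127 in WT). RNA quality was not tested.

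In KO 3 primitive HSC genes were high and mitotic and myeloid genes low. One hypothesis was an axis along which WT libraries differ too. Over the 117 members of these lists, KO 3 minus KO 2 correlated with WT 1 minus WT 3 at 0.53 across genes (0.18 over all 13661 tested genes), and all 3 list medians had the same sign in both differences. Within the lists the correlations were 0.11 (primitive HSC), -0.17 (mitotic) and -0.30 (neutrophil and myeloid), so the likeness lay between lists and not between genes. A state that differs between mice and an effect of the deletion cannot be told apart with 1 library of each kind. The lists that served to look for RNA of other cells did not cover myeloid cells. RNA of such cells in the sorted samples was therefore not tested.

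The respiratory chain list rose most in KO 2, the library with adipocyte transcripts. In KO 3 its median was 0.24, close to the highest WT library at 0.22, so how much of the rise could come from adipose RNA cannot be told apart from a change in the HSCs. With the length and GC trend removed the list still stood at 0.31 (camera adjusted p = 1.7e-11, fry adjusted p = 0.168). KO 2 was then at 0.51 and KO 3 at 0.14, beside WT 1 at 0.15. The value of KO 2 argues against that trend as the whole cause of the rise in KO 2. KO 3 was no longer above all WT libraries.

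Stromal transcripts were uneven among the WT libraries. Cxcl12 stood at 798 in WT 2 against at most 66.0 elsewhere, and Col1a2 at 442 against at most 84.9. Of the 12 stroma genes 4 were at least 2-fold above every other library in WT 2, while 6 were highest in KO 2, and 1 had 100 or more normalized reads in all WT libraries, so RNA from stromal cells in WT 2 could not be settled.

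With 5 libraries there are 10 splits into 3 and 2, so no share under 0.1 can arise. For limma and for DESeq2, 1 of the 10 splits, the real one, gave as many genes. The other splits gave 7 to 32 genes with DESeq2 against 1060, and 8 to 26 where the KO libraries lay on opposite sides. For the lists called by camera and by fry, too, only the real split of the 10 gave as many. The other splits still had 3 to 8 lists called by camera and 0 by fry. With the KO libraries on opposite sides camera still called 3 to 7, so a call by camera alone arose readily between groups of mixed genotype.

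Erdr1, singled out after its values were seen, was called with Syncrip by edgeR and with a pseudocount of 10 (9.43 to 23.4 normalized reads in WT, 409 and 451 in KO). It was also called with the replicate number as a block, and DESeq2 gave it an adjusted p of 2.1e-20. No explanation of the rise of Erdr1 was tested.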
